# Expression Analysis of All Protease Genes Reveals Cathepsin K to Be Overexpressed in Glioblastoma

**DOI:** 10.1371/journal.pone.0111819

**Published:** 2014-10-30

**Authors:** Urška Verbovšek, Helena Motaln, Ana Rotter, Nadia A. Atai, Kristina Gruden, Cornelis J. F. Van Noorden, Tamara T. Lah

## Abstract

**Background:**

Cancer genome and transcriptome analyses advanced our understanding of cancer biology. We performed transcriptome analysis of all known genes of peptidases also called proteases and their endogenous inhibitors in glioblastoma multiforme (GBM), which is one of the most aggressive and deadly types of brain cancers, where unbalanced proteolysis is associated with tumor progression.

**Methods:**

Comparisons were performed between the transcriptomics of primary GBM tumors and unmatched non-malignant brain tissue, and between GBM cell lines (U87-MG and U373) and a control human astrocyte cell line (NHA). Publicly-available data sets and our own datasets were integrated and normalized using bioinformatics tools to reveal protease and protease inhibitor genes with deregulated expression in both malignant versus non-malignant tissues and cells.

**Results:**

Of the 311 protease genes identified to be differentially expressed in both GBM tissues and cells, 5 genes were highly overexpressed, 2 genes coding for non-peptidase homologues transferrin receptor (*TFRC*) and G protein-coupled receptor 56 (*GPR56*), as well as 3 genes coding for the proteases endoplasmic reticulum aminopeptidase 2 (*ERAP2*), glutamine-fructose-6-phosphate transaminase 2 (*GFPT2*) and cathepsin K (*CTSK*), whereas one gene, that of the serine protease carboxypeptidase E (*CPE*) was strongly reduced in expression. Seventy five protease inhibitor genes were differentially expressed, of which 3 genes were highly overexpressed, the genes coding for stefin B (*CSTB*), peptidase inhibitor 3 (*PI3* also named elafin) and *CD74*. Seven out of 8 genes (except *CSTB*) were validated using RT-qPCR in GBM cell lines. *CTSK* overexpression was validated using RT-qPCR in GBM tissues as well. Cathepsin K immunohistochemical staining and western blotting showed that only proteolytically inactive proforms of cathepsin K were overexpressed in GBM tissues and cells.

**Conclusions:**

The presence of high levels of inactive proforms of cathepsin K in GBM tissues and cells indicate that in GBM the proteolytic/collagenolytic role is not its primary function but it plays rather a different yet unknown role.

## Introduction

Glioblastoma multiforme (GBM) is the most malignant form of glioma with the median survival time of patients being only 15 months after diagnosis [1]. One of the major reasons for the poor prognosis is diffuse infiltration of highly-invasive individual cancer cells into the brain parenchyma that makes complete tumor resection impossible [2]. Proteolytic enzymes (peptidases also called proteases) are associated with invasive growth of cancer including GBM [3]–[6]. Invasion of glioma cells into brain parenchyma is biologically distinct from that in other tissues, because brain extracellular matrix (ECM) differs from ECM of most organs. Due to the compact cellular assembly, it is condensed to approximately 20% of the tissue volume. Brain ECM consists primarily of glycosaminoglycans (GAGs) and proteoglycans mostly without collagen, except in two areas: around blood vessels and at the pial surface (glia limitans) where a basal lamina is present. ECM structure of the brain is reviewed in Rauch (2007) [7].

Proteases may also be involved in processes other than proteolytic activity during invasion that are associated with tumor progression [8], [9], such as proliferation, survival, angiogenesis, senescence, apoptosis and autophagy. Moreover, exosites of proteases can bind to physiologically-relevant partners in proteolytic signaling [10]. These and possibly novel functions can be revealed using bioinformatics tools, providing data integration approaches via identification of deregulated expression of protease and protease inhibitor genes, not previously associated with GBM.

Activity of proteases is tightly regulated at all expression levels, including the post-translational level where endogenous inhibitors and possible interactions with other macromolecules regulate their activity [11]. Besides, the balance between proteases and inhibitors plays a crucial role in the degradation of physiological substrates, altogether forming a molecular web, the so-called cancer degradome [12]. A number of proteases and endogenous protease inhibitors have been implicated in tumor initiation and progression, and either promote or inhibit tumor progression [9].

In GBM, proteases and their inhibitors are involved in regulation of activity of growth factors and chemotactic factors as well as modulation of the cytoskeleton and cellular responses besides their activity in the ECM [10], [11]. Proteases and their inhibitors have been suggested to be biomarkers as well as prognostic and predictive markers for GBM patients [12].

In humans, there are, according to the MEROPS database [13], 1133 known and putative proteases and 1615 known and putative protease inhibitors. This database contains not only genes coding for proteins with confirmed protease activity, but also includes genes that have only domains homologous to known proteolytic domains, the so-called non-peptidase homologues. The aim of the study was to reveal known and putative MEROPS proteases and protease inhibitors that show deregulated expression in GBM. Therefore, GBM and control tissues and cell lines were used to identify proteases of the cancer cells only, excluding normal cells that are present in the tumor microenvironment [9].

The aim of the study was addressed as follow: First, expression levels of genes of proteases and protease inhibitors in human GBM tissues and cell lines versus their non-malignant counterparts were determined using a bioinformatics approach to assess what proteases and protease inhibitors show specifically deregulated expression in GBM cancer cells. Second, because identification of overexpressed genes is more reliable and more valuable for clinical applications such as diagnosis, prognosis and therapy, we only performed validation of the bioinformatics data of selected proteases that were highly overexpressed in GBM tissues and cells. We have performed the expression analysis in GBM tissues *in silico* using publicly-available datasets as we have done previously for all known kinase genes [14], osteopontin [15] and NADP^+^-dependent dehydrogenases [16].

We show that the *CTSK* gene coding for the lysosomal cysteine protease cathepsin K (CatK) is highly overexpressed in both GBM tissues and GBM cells, and this finding was validated by showing high levels of mRNA and protein in these tissues and cells.

## Materials and Methods

### Transcriptomics analyses

#### Cell lines

Human GBM cell lines (U87-MG, U373) were purchased from the American Type Culture Collection (ATCC; Manassas, VA, USA) and cultured according to the recommendations of the supplier. Authentication was performed with DNA fingerprinting, using Amp-FlSTR Profiler Plus PCR Amplification Kit (Applied Biosystems, Life Technologies, Paisley, UK) [17]. Cell lines of passage 40 were used in the experiments.

#### Gene expression microarrays

Total RNA was isolated, purified and quantified from 6 biological repetitions of U87-MG cells and 3 biological repetitions of U373 cells [18]. Total RNA samples were labelled with an Illumina TotalPrep RNA Amplification Kit (Ambion, Life Technologies) and subsequently hybridized to Illumina HumanWG-6 v3 Expression BeadChip (Illumina BeadChip; Illumina, San Diego, CA, USA). After scanning, image acquisition was carried out by applying BeadStudio version 3.3.7 software (Illumina). Data is deposited in NCBI's Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) – series GSE26283 (samples GSM645515, GSM645519 and GSM645523) for U87-MG cells and series GSE59634 (samples GSM1440969, GSM1440973 and GSM1440977) for U373 cells.

#### Gene expression data from databases

Gene expression data of the normal human astrocyte (NHA) cell line, human brain tumor cell lines (U87-MG, U373), GBM tissue and control non-malignant brain tissue was obtained from publicly available GEO, EMBL-EBI's ArrayExpress (http://www.ebi.ac.uk/arrayexpress/) and from The Cancer Genome Atlas (TCGA) Data Portal (https://tcga-data.nci.nih.gov/tcga/). Downloaded gene expression data was obtained using either Affymetrix Human Genome U133 Plus 2.0 Array (Affymetrix GeneChip; Affymetrix, Santa Clara, CA, USA) or Illumina HumanWG-6 v3 Expression BeadChip, Illumina). We used raw data of samples GSM309429, GSM309431 and GSM309432 from GEO series GSE12305 (NHA); samples GSM247617, GSM247618 and GSM247619 from GEO series GSE9834 (NHA); samples GSM460681, GSM460682 and GSM460683 from GEO series GSE18494 (U87-MG); samples U373D-1, U373D-2 and U373D-4 from ArrayExpress series E-MEXP-903 (U373); and GBM tissue (24 samples) and unmatched control brain tissue (10 samples) obtained from the TCGA Data Portal.

#### Data analysis (cross-platform comparison)

Datasets were first pre-processed using variance stabilization normalization [19]. To integrate data from different microarray platforms (Illumina and Affymetrix), normalized data obtained from Affymetrix GeneChips (from public repositories) and from Illumina BeadChips (from our laboratory) were first converted to Entrez gene identifiers (IDs) using DAVID (The Database for Annotation, Visualization and Integrated Discovery; http://david.abcc.ncifcrf.gov/) online tool.

The same Entrez IDs within a microarray were averaged thus giving a single gene expression value for a replicate.

Only data with Entrez IDs appearing in both data sets (Affymetrix and Illumina) were used for averaging the gene expression of multiple probes, corresponding to a unique Entrez gene ID within a microarray. In this way, probes unique for a specific microarray platform or even for a specific platform version were omitted. On the basis of 48,804 probes (representing more than 47,000 gene transcripts) on the Illumina microarray [20], [21] and 54,120 probe spots (representing over 47,000 gene transcripts of approximately 38,500 genes) on the Affymetrix microarray [22], our merged and aggregated dataset consisted of 10,286 genes with unique Entrez gene IDs. Data pre-processing and subsequent statistical analyses were performed in the R statistical environment (version 2.12.0) [23] using affy [24], lumi [25] and limma [26] software packages. To find differentially-expressed genes (DEGs), transriptomics data of cancer and non-cancer samples (referred to as control) were compared. Ranks (and rank products) of gene expression values were taken into analysis instead of the actual gene expression values, by using a Bioconductor package *RankProd* [27]. Rank product was calculated for the rank of each gene list divided by the number of probes (Entrez IDs) of each microarray. Comparing them with permuted files allowed the determination of statistical significances of difference between DEGs. Two classes of the data (the cancer and normal samples) were specified during the ranking procedure. After ranking, (down- and upregulated) DEGs were extracted and searched for intersection (by unique Entrez IDs) with a list of human proteases (669) and protease inhibitors (242) obtained from MEROPS, the peptidase database (http://merops.sanger.ac.uk/) [11] selected on 04/18/2011 for known and putative proteases and on 12/20/2011 for protease inhibitors (Files S1 and S2). The analysis pipeline is shown in Fig. 1A.

**Figure 1:**
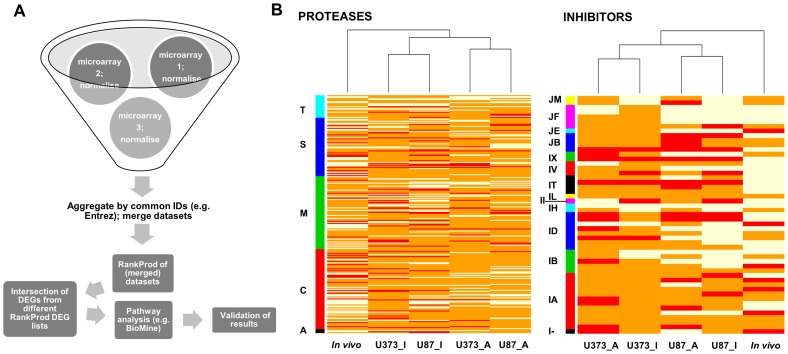
Analysis pipeline (A) and heatmap of differentially-expressed protease and protease inhibitor genes in GBM tissues *(in vivo)* and U373 and U87 cell lines (B). (A) Data from different sources and platforms were integrated after quality control and normalization that were performed separately for each microarray dataset and were converted to a defined identifier (Entrez gene ID). Probes with the same Entrez gene ID were aggregated and averaged and datasets merged with keeping only data when an identifier was found across all microarrays. Differentially-expressed genes were identified by the nonparametric RankProd method applied to merged data and searched for the intersection with a list of proteases and protease inhibitors genes. Hierarchical clustering was done in R statistical software using default parameters (complete linkage method). Afterwards, pathway analysis was performed to assist the biological interpretation of results and the selected candidate genes were validated by molecular biology tools. (B) Heatmap showing differential expression of protease and protease inhibitor genes in GBM tissues as compared to non-malignant brain tissue (*in vivo*) versus two GBM-derived cell lines as compared to NHA cell line. Legend: U87_I, U373_I - data for U87-MG and U373 cell line obtained from Illumina microarray; U87_A, U373_A - data for U87-MG and U373 cell line obtained from Affymetriy microarray; T - threonine proteases, S - serine proteases, M - metalloproteases, C - cysteine proteases, A - aspartic proteases; JM, JF, JE, JB, IX, IV, IT, IL, II, IH, ID, IB, IA, I- - clans of protease inhibitors.

Five sublists of differentially-expressed protease and protease inhibitor genes in GBM tissues and cell lines were compared (tissue samples results and cell lines results from cross-platform and same-platform comparison). Venn diagrams were used to search for jointly upregulated/downregulated genes in GBM tissue and GBM cell lines with a percentage of false prediction (PFP) <0.05. Venn diagrams were drawn separately for the 2 GBM cell lines, the protease and protease inhibitor genes and up- and downregulated genes.

The criteria for candidate gene selection were set as: (1) the genes are overexpressed in GBM tumors tissues and in at least one GBM cell line (U87-MG or U373), because it can then be assumed that the gene is overexpressed in cancer cells in GBM tumor tissue and not in the microenvironment, enabling further *in vitro* studies using GBM cell lines); (2) the genes are upregulated in both our experimental data sets and publicly-available data sets (and therefore after cross- and same-platform comparison) and (3) their PFP should be <0.05.

### Validation of transriptomics data

#### Cell culture and tissue sample collection

Culture of human GBM cells (U87-MG, U373) is described above. NHA cells were purchased from Lonza (Slough, UK) and cultured in low-glucose DMEM medium (Sigma-Aldrich, St. Louis, MO, USA) supplemented with 10% fetal bovine serum (FBS; PAA, Pasching, Austria), 100 U penicillin/streptomycin (PAA), 2 mM L-glutamine (PAA) and 20 nM HEPES buffer solution (Gibco, Life Technologies). U87-MG cells of passages 29, 30 and 31, U373 cells of passages 40, 41 and 42, and NHA cells of passages 2 and 6 were used in the experiments.

Frozen tissue samples from GBM patients were obtained from the Cancer Center Amsterdam, VU University Medical Center Amsterdam, whereas frozen control post-mortem non-malignant brain tissue samples were obtained from the Academic Medical Center of the University of Amsterdam. Local ethics committees waved use of material, as it fell under the Dutch Code of proper secondary use of human tissue. The research was performed on ‘waste’ material, stored in a coded fashion.

#### Real time qPCR (RT-qPCR) analysis

mRNA was extracted from 3 biological replicates of each cultured cell type (U87-MG, U373 and NHA) using Trizol reagent (Invitrogen, Life Technologies) and its quality and concentration were determined by NanoDrop NT-1000 (Thermo Fisher Scientific, Waltham, MA, USA). cDNA was synthesized using High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) and Gene AMP PCR System 9700 (Applied Biosystems). Gene expression (RT-qPCR) analyses were performed using TaqMan Gene Expression Assays (Applied Biosystems): Hs00951083_m1 (for *TFRC*), Hs00166156_m1 (for *CTSK*), Hs01049561_m1 (for *GFPT2*), Hs01073631_m1 (for *ERAP2*), Hs00173754_m1 (for *GPR56*), Hs00269961_m1 (for *CD74*), Hs00160066_m1 (for *PI3*), and human GAPD (*GAPDH*) as a reference (No.: 4310884E) and ABI Prism 7900 Sequence Detection System (Applied Biosystems).

Data analysis was performed using the standard curve method [28] and transcripts of interest were normalized using reference genes.

RT-qPCR analysis of *CTSK* mRNA was repeated using both GBM cell lines (U87-MG and U373; 3 biological repetitions of each), GBM tissues (8 samples), commercially-available normal brain pooled mRNA (FirstChoice Human Brain Reference RNA; 23 pooled samples; Applied Biosystems) and commercially-available NHA mRNA (human astrocyte total RNA; ScienCell Research Laboratories, Carlsbad, CA, USA) with the geometrical mean of *TBP* (assay number Hs00427620_m1) and *HPRT1* (assay number Hs02800695_m1) mRNA as a reference [29]. Data analysis was performed in the same manner as described above.

#### Functional characterization of candidate genes

Candidate genes were queried by Biomine [30] search engine (http://biomine.cs.helsinki.fi/search/), which integrates cross references from several biological databases into a graph model with multiple edges corresponding to protein interactions, gene-disease associations and gene-ontology annotations. With the use of this approach, process and inter-candidate genes' linkage were revealed and were applied for prediction of a biologically-relevant role in GBM.

Since we were interested in novel functions of the gene products that were upregulated in both GBM tissues and cells, a literature search was performed to create a scheme of candidate genes that are relevant for cancer progression.

#### Western blot

Proteins were extracted from tissues and cells using Cell Lysis Buffer #9803 (Cell Signaling Technology, Danvers, MA, USA), pH 7.5, and supplemented with 10 µM pepstatin A and 0.5 mM PMSF following the manufacturer's instructions. Conditioned media of GBM cell lines (their growth media) were collected after 24 h incubation, concentrated using lyophilization and supplemented with pepstatin A and PMSF in the same manner as tissue and cell lysates. Due to high instability of isolated active CatK [31], protein extracts were directly subjected (without measuring the concentration) to SDS/PAGE electrophoresis with 12% polyacrylamide gel for 1.5 h at 12 mA and 1.5 h at 30 mA. Proteins bandings were transferred to Immun-Blot PVDF Membrane (Bio-Rad, Hercules, CA, USA) overnight at 16 V and 4°C.

After transfer, the membranes were blocked with Blotting-Grade Blocker (Bio-Rad) diluted in 0.1% Tween in 1× PBS, the buffer that was also used for antibody dilutions, and probed with rabbit polyclonal anti-CatK antibody ab19027 (Abcam, Cambridge, UK; dilution 1∶2000) overnight at 4°C. Anti-β-actin rabbit polyclonal primary antibody ab8227 (Abcam; dilution 1∶5000) was used to detect actin as loading control. The anti-rabbit secondary antibody W401B conjugated with horseradish peroxidase (Promega, Madison, WI, USA; dilution 1∶2500) was applied for 1 h at room temperature. In between, membranes were washed with 0.1% Tween in PBS. Chemiluminescence detection was achieved using the Amersham ECL detection system (GE Healthcare, Chalfont St. Giles, Buckinghamshire, UK) according to the manufacturer's instructions. As a control for cathepsin K expression, recombinant pro- and active CatK were used (kindly provided by Dr. Marko Novinec from Faculty of Chemistry and Chemical Technology of the University of Ljubljana, Slovenia).

Additional experiments have been performed using cell lines U87-MG and U373 from which the proteins were extracted by using lysis buffer solutions (50 mM Tris, 30% Brij 35, 20 mM DTT, 5 mM EDTA; pH = 6.9) with the addition of various protease inhibitors and concentrations were measured. The following inhibitors were used: E-64 (inhibitor of cysteine proteases), CA074 (inhibitor of CatB), CLIK148 (inhibitor of CatL) and pepstatin A (inhibitor of aspartic proteases) at 5 µM concentration, PMSF (inhibitor of serine proteases) at 1 mM concentration, EDTA (inhibitor of metalloproteases) at 20 mM concentration and a combination of all of them. The concentration of proteins loaded was 20 µg for U87-MG cells and 8 µg of U373 cells.

#### Immunohistochemistry and immunocytochemistry

GBM cryostat sections (8-µm thick) of 8 patients and unmatched non-malignant brain tissue sections of 7 individuals (4 from the hippocampus and 3 from the temporal cortex) were used for immunohistochemistry (IHC). Sections were blocked with 10% goat serum (Dako, Glostrup, Denmark) in PBS and stained with rabbit polyclonal anti-CatK antibody ab19027 (Abcam; the same as for western blots, based on the manufacturer's information on the application in both techniques) at a 1∶200 dilution in PBS containing 1% FBS overnight at 4°C followed by 1× PBS wash and an incubation with goat anti-rabbit secondary antibody conjugated to horseradish peroxidase (Dako) at a 1∶200 dilution.

Detection was performed using the AEC substrate kit to detect peroxidase activity (Vector Laboratories, Burlingame, CA, USA).

Upon IHC, samples were counterstained using hematoxylin and covered using glycerin-gelatin jelly. Paraffin sections of mouse jaw (5-µm thick; kindly provided by Mr. Ton Schoenmaker from the Academisch Centrum Tandheelkunde Amsterdam (ACTA), The Netherlands) with osteoclasts were used as positive control. Staining of sections was analyzed with the use of a Vanox-T photomicroscope with a 10× objective (Olympus, Tokyo, Japan) and a CFW-1312M 1360×1024 pixel 10-bit monochrome FireWire camera (Scion, Tucson, AZ) mounted on the front part of the Vanox microscope using adapting optics according to Chieco et al. [32].

The same protocol was used for immunocytochemistry (ICC) using U87-MG cells (passage 35) and U373 cells (passage 47) grown on the Lab-Tek Chamber Slide System (Thermo Scientific, Waltham, MA, USA) and on 96-well plates coated with poly-L-lysine (Sigma-Aldrich). Osteoclasts from peripheral blood were used as positive control (grown on 96-well plates) and kindly provided by Mr. Ton Schoenmaker and Ms. Ineke Jansen (ACTA).

## Results

### Transriptomic analyses reveal differentially-expressed genes of proteases and protease inhibitors in GBM tissues and cell lines

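U373 and U87-MG are established human glioblastoma cell lines. RNA of 12 cultures of these lines was hybridized to Illumina HumanWG-6 v3 BeadChips, with 1 array per culture. The arrays form 4 groups of 3 biological replicates: U373 monoculture, U87-MG monoculture, U373 co-culture and U87-MG co-culture. The 3 U373 monoculture arrays are those that the paper lists for its Illumina data of U373 cells. The U87-MG arrays examined with them are not the arrays that the paper lists for that line, and the arrays of NHA, GBM tissue and control brain were not analysed here. In co-culture, both lines shared 3 ml of medium for 72 h on either side of a membrane with pores of 0.4 µm, after 3 h of adhesion. U373 cells grew in the insert and U87-MG cells in the bottom well in monoculture as well, so a difference between the lines cannot be told apart from a difference between the chambers.

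The values are intensities after the authors' variance stabilization normalization. They are on a natural logarithm scale for bright probes and were converted to log2. The scale flattens near background, so fold changes of weakly expressed genes are understated. Of 48803 probes, 27578 are named for 1 gene. Their values were averaged per gene, as the paper did for Entrez IDs, which gave 18666 genes. A probe was taken as above background when it exceeded the mode of its array by 3 SD, with the SD estimated from the values under the mode. This limit lay between 4.38 and 5.63 on the log2 scale, and 24.3% to 33.9% of the probes of an array exceeded it. The 10585 genes above background on at least 3 of the 12 arrays were compared with limma, in a fit that pooled the spread of all 4 groups. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Where a group was at background on all 3 arrays, the fold change is given as a bound, taken against the lowest value above the background limit. The number of arrays limits the precision: in simulated data for U373 against U87-MG, limma called 76.1% of the genes given a log2 difference of 1 and 14.9% of those given 0.5. Few genes were changed there (67 of 10585 at each of these sizes), whereas 59.3% of the tested genes passed between the real lines. More changed genes make the adjusted threshold looser. These shares therefore do not measure how many real differences between the lines were missed.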

Two lists of DEGs with PFP <0.05 for each cell line (Illumina versus Affymetrix and Affymetrix versus Affymetrix) and one list for tissue samples (Affymetrix versus Affymetrix) were generated, i.e. in total 5 lists of DEGs (File S3; upregulated and downregulated genes are listed separately). A subset of differentially-expressed protease and protease inhibitor genes was obtained from the intersection of lists of DEGs with our predefined list of genes (378 genes were included from the MEROPS database, of which 311 were protease genes and 75 were protease inhibitor genes. In total, of the 10,286 genes in the integrated microarray datasets, 378 genes were differentially expressed. Of those, 8 genes overlapped with genes from the MEROPS database. File S4 shows the lists of genes in the integrated microarray datasets, and File S5 shows the list of genes extracted from these lists.

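Protease genes of every catalytic class were expressed at different levels in U373 and U87-MG monocultures. Of 326 tested proteases of File S1, 87 were higher and 110 were lower in U373 cells at an adjusted p under 0.05 from limma (87 higher and 112 lower when adjusted over the list alone). Among 96 serine proteases, 36 were higher and 31 lower. PRSS23, a secreted serine protease, had a log2 fold change of 4.09 (standard error 0.17, adjusted p = 1.49e-11). PLAT, the tissue plasminogen activator, had one of 3.69 (standard error 0.18, adjusted p = 1.4e-10), whereas PRSS3, a trypsin, was at background in U373 cells and at least 14.4-fold lower (adjusted p = 4.38e-13). Among 95 metalloproteases, 21 were higher and 35 lower. ADAM19, a membrane-anchored metalloprotease, had a log2 fold change of 3.74, MMP3, also called stromelysin-1, one of -3.61 (above background on 1 of the 3 U373 arrays), and PAPPA, which cleaves insulin-like growth factor binding proteins, one of -3.73. ADAM8 was at least 9.71-fold lower in U373 cells. Of 102 cysteine proteases, 19 were higher and 36 lower. Threonine proteases, mostly proteasome subunits, split into 7 higher and 7 lower of 24, and aspartic proteases into 4 higher and 1 lower of 9.

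**Figure D1:**
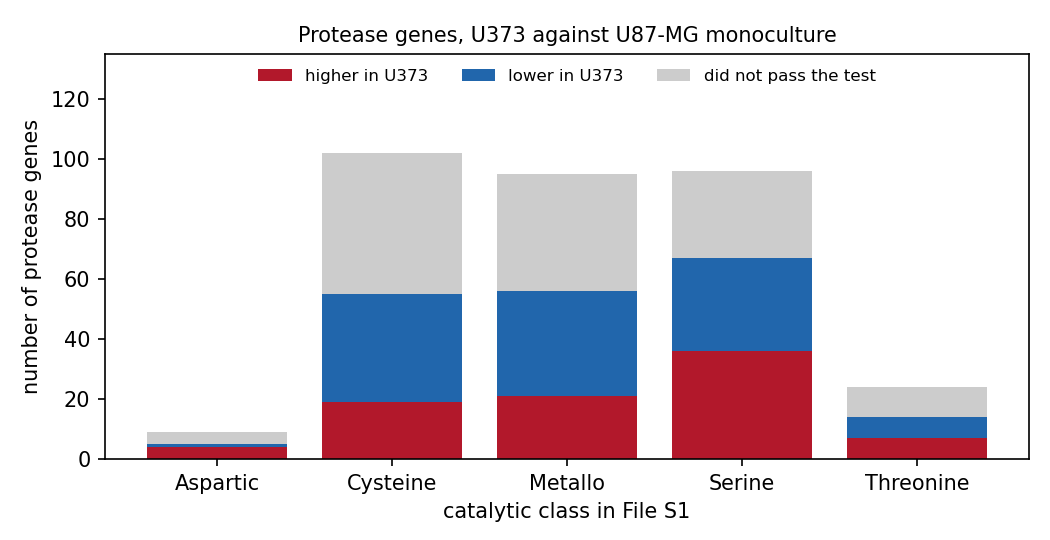
Number of tested protease genes of each catalytic class of File S1 (stacked bars, linear axis from 0) that were higher in U373 than in U87-MG monoculture, lower, or did not pass the test (limma, adjusted p under 0.05, 3 arrays per line). Cysteine proteases and metalloproteases had more lower than higher genes, with 36 against 19 and 35 against 21. Among all tested genes 3321 were lower and 2953 higher, and no class was tested for a shift in 1 direction.

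Protease inhibitors also differed in both directions. Of 56 tested genes of a list written from inhibitor families, 19 were higher and 23 lower in U373 cells (20 and 24 when adjusted over the list alone; camera, adjusted p = 0.721). The inhibitors SERPINA3 and A2M were at background in U87-MG cells, and were at least 12.4-fold and at least 7.07-fold higher in U373 cells. TFPI2, an inhibitor of plasmin and of tissue factor, was at background in U373 cells and at least 41.9-fold lower. SERPINB7, above background on 2 of the 3 U373 arrays by 1 of its 2 probes and on none by the other, had a log2 fold change of -5.46. By the same test, 60.4% of the proteases and 59.3% of all tested genes passed. With a re-implemented rank product, the test that the paper used, 24 proteases and 18 inhibitors passed. It ranks each fold change among those of all genes. Since 2781 genes past the limma test differed by an absolute log2 fold change of at least 1, a smaller difference ranks low however well it repeats. Of the 197 proteases past the limma test, 104 also had an absolute log2 fold change of at least 1. The paper set each line against NHA cells, and reasons about the cell lines from how many and which genes these comparisons listed.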

Differentially-expressed protease and protease inhibitor genes (Files S6 and S7) differed both in their number and identity when comparing GBM tissue and cell lines, as shown in the heatmap (Fig. 1B), implying discrepancies between gene expression in tissues and cell lines and between different cell lines. Cross-platform comparison (Illumina versus Affymetrix) gave different results in comparison with same-platform comparison (Affymetrix versus Affymetrix). In case of protease inhibitors U87-MG and U373 cell lines clustered together independently from microarray technology. Five protease genes (Fig. 2A,B), and 3 protease inhibitor genes (Fig. 2C,D) appeared in the intersection of the Venn diagrams of overexpressed genes (drawn on the basis of all lists of upregulated protease and protease inhibitor genes) and matched the criteria for candidate gene selection as is described in the Data analysis section. These criteria were valid for 2 metalloprotease homologous genes: transferrin receptor (*TFRC*) and endoplasmic reticulum aminopeptidase 2 (*ERAP2*), a serine protease homologous G-protein-coupled receptor 56 (*GPR56*), and two genes with homology to cysteine proteases: the glutamine-fructose-6-phosphate transaminase 2 (*GFPT2*) and cathepsin K (*CTSK*). 

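CTSK was far lower in U373 than in U87-MG monocultures. Cathepsin K degrades collagen and is the main matrix protease of osteoclasts. The CTSK level was 5.76 ± 0.09 (SD, n = 3 arrays) on the log2 scale in U373 cells and 9.83 ± 0.16 (SD, n = 3) in U87-MG cells, a log2 fold change of -4.06 (standard error 0.21, adjusted p = 1.94e-10 from limma). On the U373 array where it was lowest, CTSK was at 5.65, just above the background limit of 5.63. GPR56, an adhesion receptor that cleaves itself, was also lower in U373 cells, at 9.39 ± 0.21 against 9.94 ± 0.08 (SD, n = 3), with a log2 fold change of -0.55 (standard error 0.15, adjusted p = 0.00424; -0.67 and -0.69 by its 2 probes above background, -0.30 by the third). ERAP2, which trims peptides for MHC class I molecules, had a log2 fold change of -0.31 (standard error 0.14) and did not pass the test (adjusted p = 0.0609). Of the 5 candidate proteases, 1 has no named probe among those used here.

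**Figure D2:**
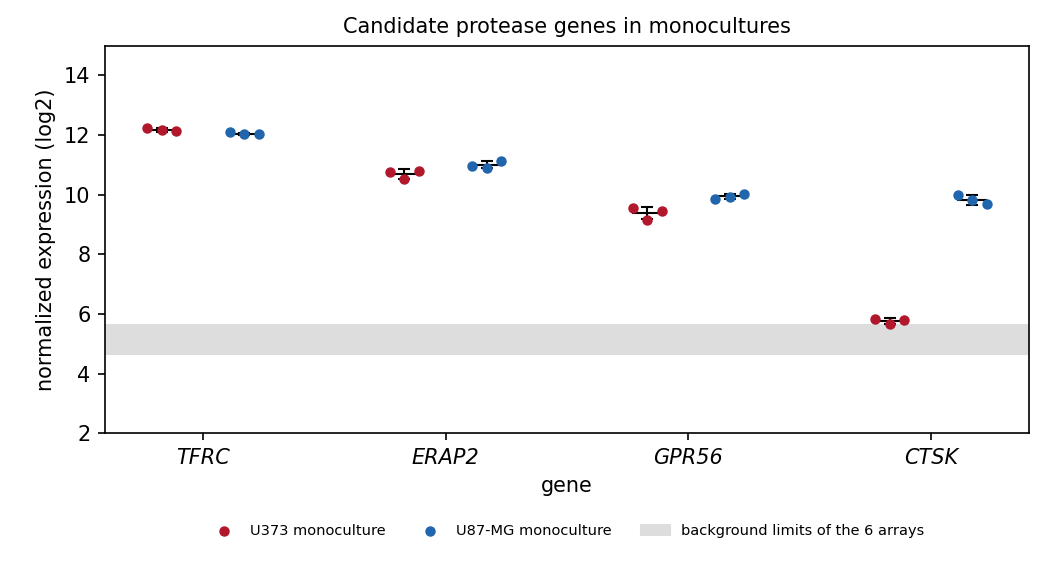
Normalized expression (log2) of TFRC, ERAP2, GPR56 and CTSK on each of the 3 U373 and 3 U87-MG monoculture arrays (points), with mean and SD (black), and the range of the background limits of the 6 arrays (grey band). CTSK lies at 5.76 in U373 cells and at 9.83 in U87-MG cells.

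All 10 tested cysteine cathepsins, the lysosomal family of cathepsin K, differed between the lines, 5 higher and 5 lower in U373 cells, also when adjusted over the list alone. CTSZ and CTSH, which act mainly as exopeptidases, were at background in U87-MG cells and were at least 7.58-fold and at least 4.94-fold higher in U373 cells. Of the CTSH probes, 1 was above background in U373 cells (9.67) and the other was not (4.66). Averaging them lowers the bound for CTSH. CTSF, above background on 1 of the 3 U87-MG arrays, had a log2 fold change of 2.17. CTSB and CTSL, endopeptidases of wide tissue distribution, had log2 fold changes of -1.15 and -1.30. CTSS, which is counted among the 5 lower genes, was at background in both monocultures, so no fold change is given. As a set, the cathepsins were not shifted in 1 direction against other genes (camera, adjusted p = 0.739), a test in which higher and lower genes offset each other. With the rank product, which ranks a fold change among those of all genes, CTSK passed and GPR56 did not, with a false prediction rate of 0.929. ERAP2 had a log2 fold change of 0.0043 by its brighter probe and -0.63 by the other, and passed with a trended and robust variance (adjusted p = 0.0353) and after a further quantile normalization (adjusted p = 0.034).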

The 3 inhibitor genes identified were stefin B (*CSTB*), peptidase inhibitor 3 (*PI3*; also called elafin) and CD74 (*CD74*; MHC class II chaperone). 

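All 3 inhibitor genes were lower in U373 than in U87-MG monocultures, and PI3 and CD74 were not above background in U373 cells. CSTB, an inhibitor of lysosomal cysteine cathepsins, was at 11.81 ± 0.09 (SD, n = 3 arrays) on the log2 scale in U373 cells and at 13.32 ± 0.07 (SD, n = 3) in U87-MG cells, a log2 fold change of -1.51 (standard error 0.14, adjusted p = 1.72e-07 from limma). PI3, an inhibitor of neutrophil elastase, reached 9.62 ± 0.17 (SD, n = 3) in U87-MG cells and was at least 22.0-fold lower in U373 cells (adjusted p = 5.45e-10). CD74, the invariant chain of MHC class II molecules, reached 10.50 ± 0.17 (SD, n = 3) in U87-MG cells and was at least 40.5-fold lower (adjusted p = 1.28e-13).

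**Figure D3:**
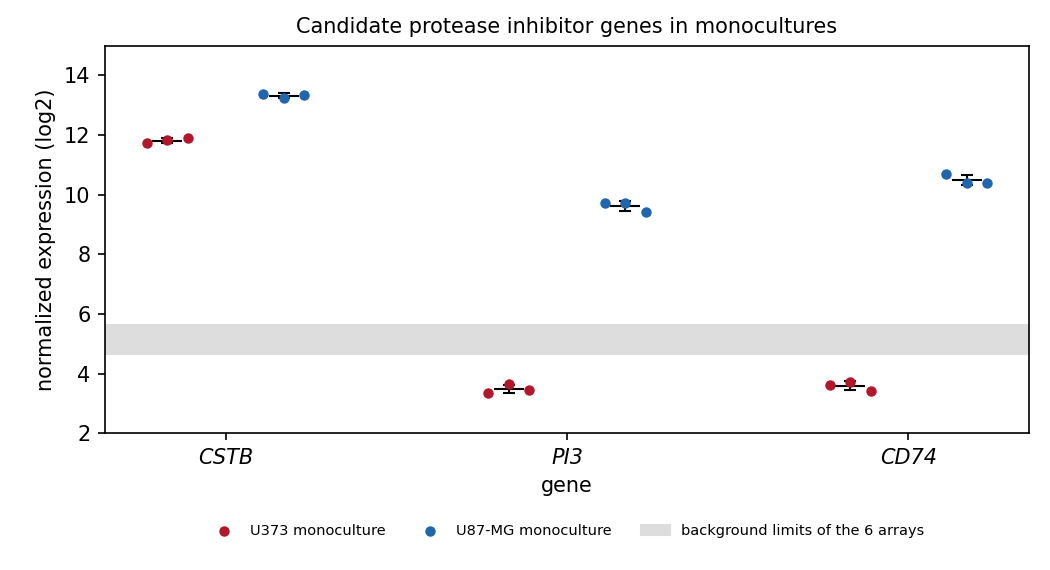
Normalized expression (log2) of CSTB, PI3 and CD74 on each of the 3 U373 and 3 U87-MG monoculture arrays (points), with mean and SD (black), and the range of the background limits of the 6 arrays (grey band). PI3 and CD74 lie under the band in U373 cells, at 3.49 and 3.59.

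All 14 tested genes of MHC class II antigen presentation, CD74 included, were lower in U373 cells, also when adjusted over the list alone (camera, adjusted p = 7.76e-12, and adjusted p = 0.0119 with an estimated correlation). HLA-DRA, HLA-DRB5 and HLA-DPA1, chains of the peptide-presenting molecules, were at background in U373 cells and at least 167-fold, 84.3-fold and 77.6-fold lower. HLA-DRB1 was at least 39.9-fold lower. HLA-DRB1 and HLA-DRB5 are near-identical copies, whose probes can share signal. CTSS, the protease that degrades the invariant chain, is counted in this list and was at background in both monocultures. With the rank product, PI3 and CD74 passed and CSTB did not, with a false prediction rate of 0.189.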

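TFRC, the receptor through which cells take up transferrin-bound iron, had similar levels in both lines. It was at 12.18 ± 0.06 (SD, n = 3 arrays) on the log2 scale in U373 monoculture and at 12.05 ± 0.04 (SD, n = 3) in U87-MG monoculture. The log2 fold change was 0.13 (standard error 0.13) and did not pass the test (limma, adjusted p = 0.414). Of 14 tested genes of iron uptake and storage, TFRC included, 2 were higher and 5 lower in U373 cells, also when adjusted over the list alone, and the set as a whole did not pass (camera, adjusted p = 0.702). HMOX1, which releases iron from heme, had a log2 fold change of -3.92, the iron transporter SLC11A2 one of -1.65 and the ferrireductase STEAP3 one of -1.52. These comparisons place U373 cells beside U87-MG cells, while NHA cells and GBM tissue were not analysed here.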

The *TFRC* gene was the only gene found to be overexpressed in GBM tissue and in both selected GBM cell lines, across both microarray platforms.

**Figure 2:**
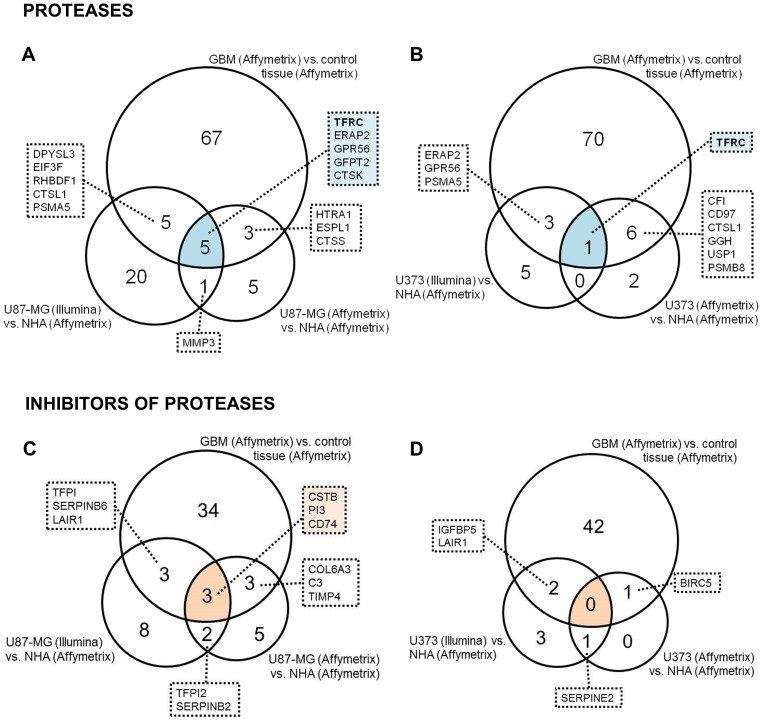
Venn diagrams of protease and protease inhibitor genes upregulated in both GBM tissue and GBM cells. In total, 669 protease and 242 protease inhibitor genes were checked for deregulation in GBM tissues and cells in comparison to non-malignant brain tissue and NHA cells. Venn diagrams include upregulated genes in GBM tissues and cells with PFP >0.05. Candidate genes appear in the intersections of Venn diagrams. Comparisons of protease genes upregulated in GBM tissue and in U87-MG cells (A) and upregulated in GBM tissue and in U373 cells (B) across Illumina and Affymetrx platforms and within the Affymetrix platform only are shown. The other 2 Venn diagrams show comparisons of protease inhibitor genes upregulated in GBM and in U87-MG cells (C) and upregulated in GBM and in U373 cells (D) across Illumina and Affymetrx platforms and within the Affymetrix platform only.

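Among the other genes that Fig. 2B names, PSMB8 and CFI were higher in U373 than in U87-MG monocultures. PSMB8, an immunoproteasome subunit, was at 8.35 ± 0.06 (SD, n = 3 arrays) on the log2 scale in U373 cells, a log2 fold change of 0.65 (standard error 0.13, adjusted p = 0.000405 from limma). CFI, the complement factor I protease, was at 6.32 ± 0.66 (SD, n = 3) in U373 cells and at background in U87-MG cells, at least 2.74-fold higher (adjusted p = 2.76e-06). PSMA5, a proteasome core subunit, was at 11.76 ± 0.02 against 12.07 ± 0.18 (SD, n = 3), and GGH, the gamma-glutamyl hydrolase, at 8.64 ± 0.22 against 8.50 ± 0.06 (SD, n = 3). Neither passed the test, with adjusted p = 0.0573 and 0.478. The receptor CD97 had a log2 fold change of 0.38 (adjusted p = 0.0187), which no longer passed without U373 monoculture replicate 1 (adjusted p = 0.0555) or U87-MG monoculture replicate 2 (0.0536). Its 2 probes above background had log2 fold changes of 0.60 and 0.76 and the third, at background in both lines, -0.21. USP1, a deubiquitinase, had one of -0.49 (adjusted p = 0.0242), which did not pass without U373 monoculture replicate 2 (0.0674) or 3 (0.0528) or U87-MG monoculture replicate 1 (0.0904) or 3 (0.0874). Its 2 probes above background had -0.19 and -1.11 and the third, at background in both lines, -0.18.

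Of 16 tested subunits of the proteasome core, 3 were higher and 5 lower in U373 cells (2 and 4 when adjusted over the list alone), and the set did not pass (camera, adjusted p = 0.879). PSMB5, a catalytic subunit, had a log2 fold change of -0.83. PSMA5 passed with a trended and robust variance (adjusted p = 0.0246), after a further quantile normalization (0.0216) and without U87-MG monoculture replicate 2 (0.0222). CFI, PSMB8, CD97 and USP1 did not pass with the rank product, with false prediction rates of 0.066 to 1, and USP1 did not pass without the filter on dim genes (adjusted p = 0.0508) or by its brightest probe (0.414).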

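IGFBP5, a secreted binding protein of insulin-like growth factors, was far higher in U373 than in U87-MG cells. It reached 12.50 ± 0.10 (SD, n = 3 arrays) on the log2 scale in U373 monoculture and was at background in U87-MG monoculture, at least 199-fold higher in U373 cells (limma, adjusted p = 4.37e-10). LAIR1, known as an inhibitory receptor of leukocytes, was measured by 1 probe at 14.35 ± 0.10 (SD, n = 3) in U373 and 14.32 ± 0.12 (SD, n = 3) in U87-MG cells, and did not pass the test (adjusted p = 0.875). This signal exceeded the mean of GAPDH, at 12.91 in U373 and 13.36 in U87-MG cells. Whether the probe measures LAIR1 alone was not tested. BIRC5, also called survivin, an inhibitor of apoptosis needed in mitosis, had a log2 fold change of 0.71 (standard error 0.21, adjusted p = 0.00924). SERPINE2, an inhibitor of thrombin and plasminogen activators, was at 12.19 ± 0.15 (SD, n = 3) in U373 cells, with a log2 fold change of 0.33 (standard error 0.19, adjusted p = 0.148). BIRC5 did not pass with the rank product, with a false prediction rate of 0.713. The LAIR1 difference changed sign without U373 monoculture replicate 1 (-0.015) or U87-MG monoculture replicate 1 (-0.013).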

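CPE, a carboxypeptidase that processes prohormones and neuropeptides, was at background on all 3 U373 monoculture arrays. In U87-MG monoculture it was above background on all 3 arrays, at 6.10 ± 0.22 (SD, n = 3) on the log2 scale. CPE was thus at least 1.93-fold lower in U373 cells (limma, adjusted p = 0.000895). More widely, of 592 proteases of File S1 with a named probe, 257 (43.4%) were above background on all 3 U373 arrays and 292 on none. Cysteine proteases were above background on all 3 arrays for 79 of 137 genes, metalloproteases for 74 of 183 and serine proteases for 77 of 223. CPE did not pass with the rank product, with a false prediction rate of 0.393.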

The same analysis was performed with downregulated protease and protease inhibitor genes which in contrast revealed only one protease gene that matched our criteria, the serine protease carboxypeptidase E (*CPE*) (Fig. S1).

### Validation of transcriptomic analysis results with RT-qPCR

RT-qPCR analyses of the GBM cell lines U87-MG, U373 and control NHA cell line confirmed overexpression of all seven candidate genes (*TFRC*, *GFPT2*, *ERAP2*, *GPR56*, *CTSK*, *CD74* and *PI3*) in GBM cell lines (Fig. 3A). Among these, the *CTSK* gene was found to be more than 1000-fold overexpressed in U87-MG cells and more than 10 times overexpressed in U373 cells, when compared to NHA cells. Both protease inhibitor genes (*CD74* and *PI3*) were overexpressed only in U87-MG cells. *CD74* and *PI3* genes were found to be 4×10^4^ times and 2×10^5^ times overexpressed in U87-MG cells in comparison to NHA cells.

**Figure 3:**
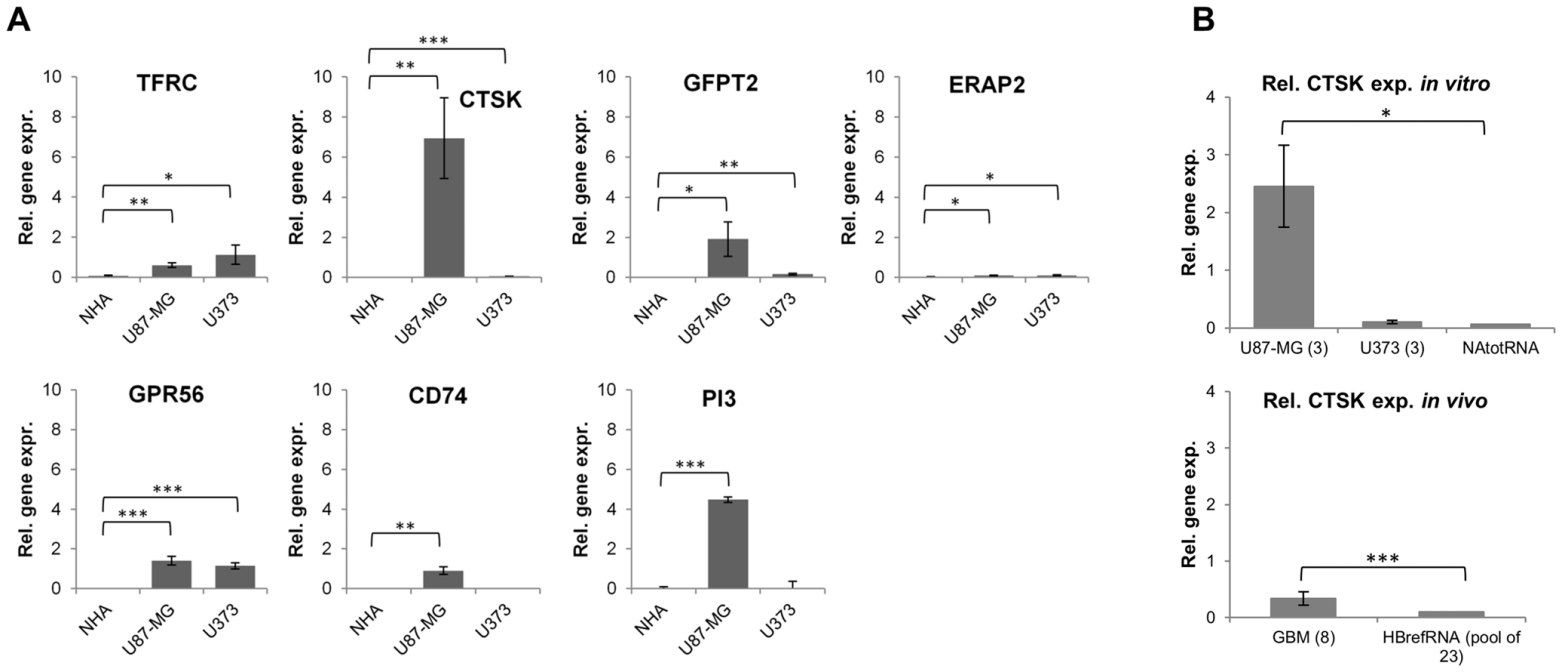
RT-qPCR analysis of expression of selected proteases and protease inhibitors in U87-MG and U373 GBM cells, NHA cells and GBM tissues and non-malignant brain *(in vivo)*. (A) Upregulated expression of seven genes (*TFRC*, *CTSK*, *GFPT2*, *ERAP2*, *GPR56*, *CD74*, *PI3*) as determined by microarray data was validated in GBM cells in comparison to NHA cells by RT-qPCR, using GAPDH as reference gene. (B) Additional RT-qPCR analysis of expression of the *CTSK* gene using GBM tissues and cell lines with reference genes *TBP* and *HPRT1* in comparison to NHA cells (NAtotRNA) and non-malignant brain (HBrefRNA). The experiments were performed in triplicate (except for 8 repetitions of GBM tissue and commercial RNA from NHA and normal brain, used in experiment B). Error bars represent standard deviation; * p-value<0.05, ** p-value<0.01, *** p-value<0.001.

Additional RT-qPCR analysis of expression of the *CTSK* gene and different reference genes in both GBM cell lines and GBM tissues in comparison to the NHA cell line and control brain tissue, respectively, were in line with our observations that the *CTSK* gene is overexpressed in GBM cell lines. *CTSK* overexpression was significant in GBM tissues as well (Fig. 3B). Boxplots of Ct values of reference genes, are shown in Fig. S2.

### Biomine query and literature search of selected candidate genes

Biomine query of the overexpressed protease and protease inhibitor genes in GBM tissues and in GBM cell lines revealed KEGG and GO identifiers of processes, in which these genes are involved (Fig. 4). These processes varied from receptor (IGF1) binding to catabolic phagosomal and lysosomal processes and antigen processing.

**Figure 4:**
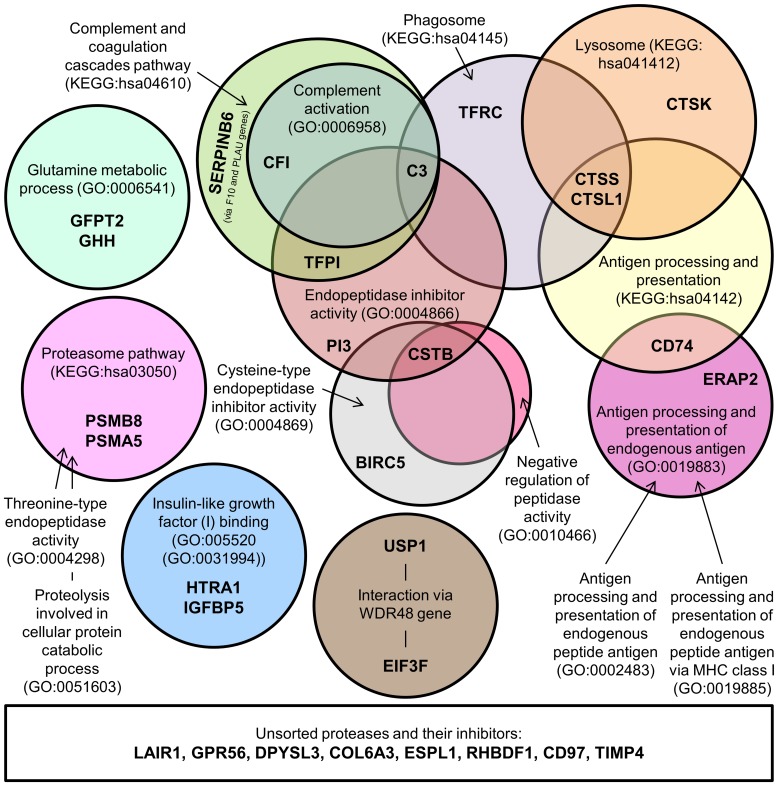
Scheme of cellular processes and activities involving overexpressed protease and protease inhibitor genes in GBM. The overexpressed protease and inhibitor genes in GBM tissues and cells were queried by the Biomine search engine which identified processes and activities ascribed with KEGG and GO identifiers (in circles) in which selected genes (in bold caption) are involved.

An additional literature search enabled us to generate a scheme of the involvement of the candidate genes in signaling pathways relevant for cancer progression (Fig. 5). The results of this analysis show that most candidate genes are associated with 3 signaling pathways, the NF-κB (KEGG: hsa04064), PI3K-Akt (KEGG: hsa04151) and MAPK (KEGG: hsa04010) pathways, which all have a role in cancer, implying that our candidate gene selection method is relevant to identify protease and protease inhibitor genes that are crucial for GBM pathology.

**Figure 5:**
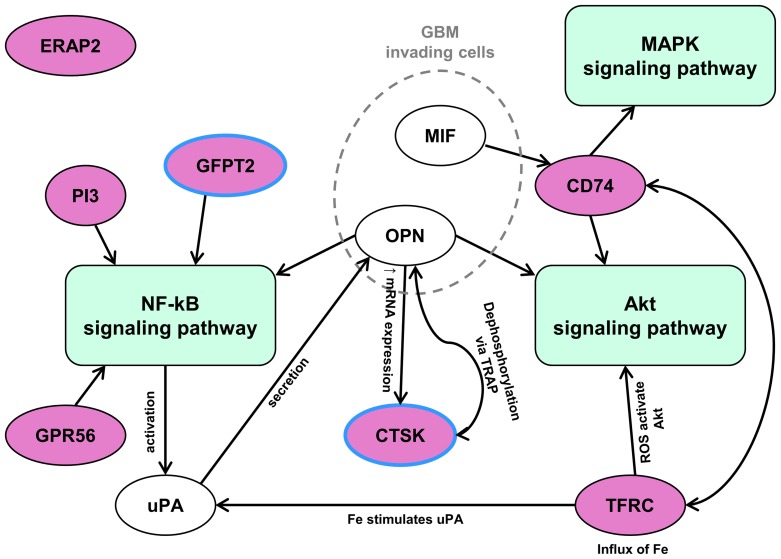
Signaling pathways in which the candidate genes are involved. An extensive literature search revealed that the candidate genes are cross-linked to 3 signaling pathways: NF-κB, Akt and MAPK, which all play a role in cancer. NF-κB signaling pathway has a crucial role in regulating immune responses, whereas Akt signaling has been shown to inhibit the growth of GBM cells and GBM stem-like cells that may also be impaired by MAPK signaling disruption. Because of the RT-qPCR results, *CTSK*'s role has been examined and it was found via cross linking to other candidate genes obtained via osteopontin (*OPN*) gene functions.

Only 2 of the 7 candidate genes, *GPR56* and *CTSK*, have so far not been associated with GBM. *CTSK*, coding for cysteine protease cathepsin K (CatK), has been selected for further molecular validation because of its high upregulation. One of the known physiological role of CatK is its involvement in bone resorption. We found cross-linkage with other candidate genes via the added osteopontin (*OPN*) gene. *OPN* has been reported to be overexpressed in GBM as well [15].

### Cathepsin K validation at the protein level

IHC and ICC were used to determine (sub-)cellular and tissue distribution patterns of CatK protein (Fig. 6). In the cultured GBM cells, staining of the CatK protein was observed in perinuclear area of cells (Fig. 6D). Cryostat sections of 8 GBM samples all stained strongly for CatK, displaying a pattern of high intensity staining around blood vessels. Staining of osteoclasts was taken as positive control (Fig. 6G). Non-malignant brain tissue either did not stain at all for Cat K protein (Fig. 6E) or stained only weakly for CatK (Fig. 6F). In particular, 2 out of 4 hippocampus samples and 2 out of 3 temporal cortex samples showed positive staining (that was considerably weaker than in GBM samples). Staining of Cat K protein suggested that CatK in GBM is not localized at invasive tumor edges.

**Figure 6:**
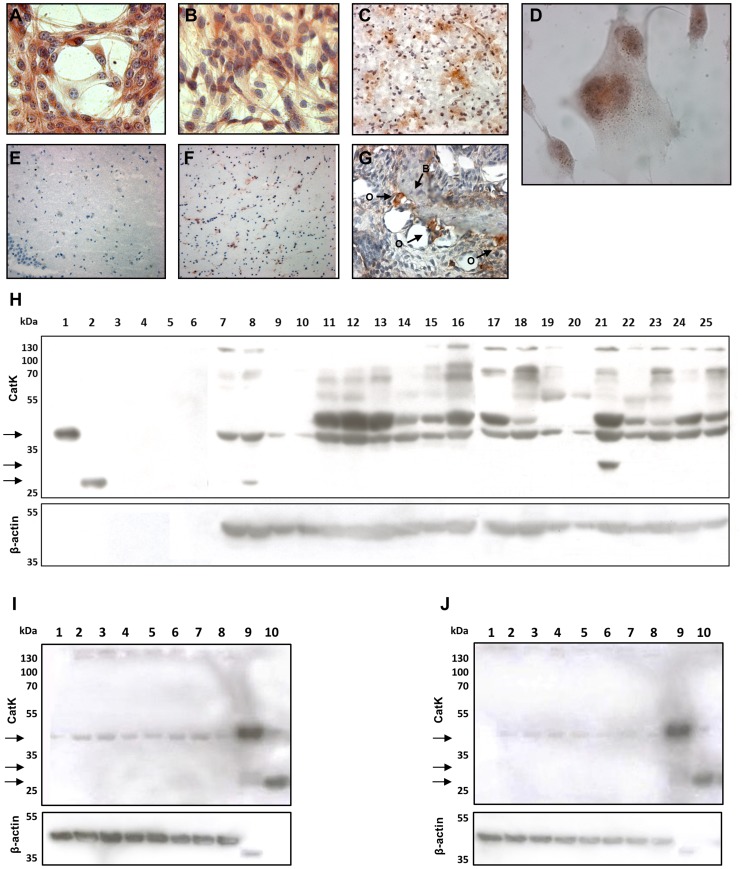
Immunohistochemstry and immunocytochemstry and Western blot analysis of cathepsin K in GBM cells and tissues. ICC staining of CatK in U87-MG (A) and U373 (B, D) GBM cells. At high magnification (1000×), a granular pattern of the staining was observed in U373 cells (D), which corresponds to perinuclear endo-lysosomal-like localization of CatK. Strong IHC staining of CatK in GBM tissue (C), and weak staining in control brain tissue (non-malignant brain) (E, F). Mouse jaw with bone tissue (B) with osteoclasts at bone edges (O) was used as positive control for CatK staining (G). Magnifications: A, B, G - 400×; D - 1000×; C, E, F - 200×. (H) Western blot of GBM cells (lanes 7–10) and their conditioned media (CM; lanes 3–6), GBM tissue (lanes 17–25) and non-malignant brain tissue (lanes 11–16) showing positivity for pro-CatK (39 kDa). The active form of the enzyme (27 kDa) was detected only in a small amount in one passage of U87-MG cells (lane 8). At 30 kDa, an intermediate form of CatK was observed (lane 21). Recombinant proform (lane 1) and active CatK (lane 2) were used as positive control. As loading control β-actin was used. Legend: 1 – recombinant pro-CatK, 2 – recombinant active CatK, 3 – U87p38 CM, 4 – U87p39 CM, 5 – U373p41 CM, 6 – U373p42 CM, 7 – U87p45, 8 – U87p48, 9 – U373p45, 10 – U373p48, 11–16 – different non-malignant brain samples, 17–25 – different GBM tissue samples. **Please note** that Western blotting image does not allow for direct quantitative comparison of CatK expression in control and tumor samples due to variable protein amounts loaded. (I and J) Additional western blot experiments using cell lines U87-MG (I) and U373 (J) and different protease inhibitors. No active form of cathepsin K was observed in any of the conditions tested but in all cases pro-cathepsin K was present. Legend: 1 – without any inhibitor, 2 – 5 µM E-64, 3 – 5 µM CA074, 4 – 5 µM CLIK148, 5 – 5 µM pepstatin A, 6 – 1 mM PMSF, 7 – 20 mM EDTA, 8 – combination of all inhibitors, 9 – control: recombinant pro-CatK, 10 – control: recombinant active CatK.

The controls for IHC and ICC staining using the Cat K antibody are shown in Fig. S3.

Western blotting confirmed CatK expression at the protein level in GBM tissue, non-malignant brain tissue and GBM cells but not in conditioned media collected from GBM cells (Fig. 6H). It also confirmed the specificity of the anti-cathepsin K antibody previously used in IHC and ICC experiments. Western blots of extracts of GBM cells and tissues and non-malignant brain tissues revealed the presence of pro-CatK (39 kDa) in all samples examined, whereas the active CatK (27 kDa) was not detected in any of the samples tested except for one passage of U87-MG cells (lane 8). Only in one GBM tissue sample (lane 21) an intermediate form of CatK was observed at 30 kDa, suggesting that only the proteolytically-inactive proform of CatK is overexpressed. Furthermore, multiple bands of higher molecular mass were persistently detected and highly labelled particularly in the tissue samples (lanes 11–25). Additional western blot experiments using protease inhibitors that selectively inhibit the 4 classes of proteases (Fig. 6I for U87-MG cells and Fig. 6J for U373 cells), did not give any evidence of proteolytic processing of the CatK proform in the GBM cell lines tested, as no band at 27 kDa was detected in any of the cell extracts.

## Discussion

The aim of our study was to identify proteases and protease inhibitors, which are overexpressed in GBM in comparison to non-malignant brain. These proteases may represent candidate biomarkers related to prognosis and response to therapy. We found that the expression of these genes differ between microarray platforms (Illumina Bead Chip versus Affimetrix GeneChip). This affects the selection of candidate genes for biological validation, especially when only one microarray platform is used (which generally is the case). Gene expression data, including data on cancer in comparison to control tissue, are becoming publicly available, and their use to address specific research questions has become an interesting opportunity for *in silico* analyses [14]. It allows for increased statistical power of gene expression analysis. Special attention has to be given to the way datasets are merged and the meta-analysis is carried out in order to take advantage of the higher statistical power. Several approaches are possible to combine information from multiple microarray studies as is summarized by Scharpf et al. [33]. Raw data were taken and quality control and pre-processing were performed seperately for each of the datasets in the meta-analysis.

Since expression values from different platforms are not comparable per se, we used ranks and rank products of gene expression by using *RankProd* library [27] to obtain reliable results on elevated protease and protease inhibitors gene transcripts.

Tumors are heterogeneous masses of cells, comprising of cancer cells and various types of non-cancer cells such as stromal cells, inflammatory cells, blood vessel cells, all of which may express a variety of proteases and protease inhibitors. Therefore, we have identified expression of the genes that are overexpressed in GBM tissue samples as well as in GBM cancer cells only versus their control, physiological counterparts, such as non-malignant brain tissue and human astrocytes, respectively. In addition, GBM tissue and GBM cell line cultures were used for their validations. Two commercially-available GBM cell lines U87-MG and U373 were selected, which differ in a number of properties including invasion, the U373 cells being more invasive than the U87-MG cells [18]. Here, we demonstrate that only approximately 5% of overexpressed protease and protease inhibitor genes in tumor tissue were overexpressed in the GBM cell lines. It remains to be elucidated whether these differences are due to the other types of cells present in the tumor besides cancer cells, or are due to interactions between the different cell types affecting the GBM proteolytic profile. It is becoming increasingly apparent that crosstalk between cancer cells and cells of the tumor stroma (the microenvironment) is involved in invasive growth and metastasis [34]. It implies that phenotypes of GBM do not arise only in a strictly cancer cell-autonomous manner and that the heterogeneity of tumor mass needs to be considered in all aspects of cancer research. As a consequence, their manifestation of cancer cell phenotypes cannot be understood solely through analyses of the cancer cell genomes. Our results demonstrate that U87-MG and U373 cell lines poorly resemble GBM tissue with respect to changes observed in protease and protease inhibitor gene expression, most likely because of the tumor microenvironment.

Here, we report the most robust set of upregulated protease and protease inhibitor genes, which were jointly expressed in GBM tumor tissue and in at least one GBM cell line, i.e. the protease genes *TFRC*, *GFPT2*, *ERAP2*, *GPR56* and *CTSK*, and the protease inhibitor genes *CSTB*, *CD74* and *PI3*. The proteins, coded by those genes as listed by KEGG and GO identifiers, are involved in antigen processing and presentation (*ERAP2* and *CD74*), lysosomal peptidase activity and its regulation (*CTSK*, *PI3* and *CSTB*), glutamine metabolism (*GFPT2*) and phagosome formation (*TFRC*). These activities were linked to 3 signaling pathways with significant roles in cancer: NF-κB, PI3K-Akt and MAPK [35]. Most of the genes have been reported to be linked to cancer and/or GBM progression.

Only one gene matched our criteria for downregulated expression, namely *CPE*. *CPE* may well be relevant for GBM because upregulated CPE levels are associated with the proliferation rate of glioma cell lines and downregulated CPE levels are associated with migration and invasion of the cells [36]. We did not investigate the downregulated expression of *CPE* any further because the aim of our study was to identify overexpressed genes in both GBM tissues and cells because of the greater relevance for clinical applications.

Overexpression of transferrin receptor (*TFRC*) is not surprising, as the protein is responsible for binding transferrin and intracellular uptake of iron. High levels of iron are needed in GBM to meet energy requirements associated with rapid growth and this system itself creates a positive feedback mechanism in which high amounts of ROS and *TFRC* perpetually induce each other and drive GBM proliferation. Moreover, glutamate release from cancer cells is mediated by *TFRC* which makes GBM cells exotoxic for neurons and provides space for the progression of tumor mass [2], [35]. Therefore, our study supports that *TFRC* is a potential target for glioma therapy [37].

G protein-coupled receptor 56 (*GPR56*) is involved in adhesion signaling. It is expressed at the leading edge of filopodia and co-localizes with α-actin. *GPR56* is also a stem cell marker and was proposed as therapeutic target [38].

Endoplasmic reticulum aminopeptidase 2 (*ERAP2*) plays a central role in peptide trimming, a step required for the generation of most HLA class I-binding peptides. Altered expression of the *ERAP2* gene may favor escape of cancer cells from immune surveillance [39].

Glutamine-froctose-6-phosphate transaminase 2 (*GFPT2*) controls the flux of glucose into the hexosamine pathway and is most likely involved in regulating the availability of precursors for N- and O-linked glycosylation of proteins [40].

With respect to the inhibitors, we found most interesting that expression of the cysteine protease inhibitor gene of the stefin B (cystatin B; *CSTB*) was upregulated. This intracellular inhibitor is widely distributed in many cell types, and belongs to the cystatin superfamily, presumably balancing the intracellular activities of lysosomal cysteine cathepsins [12]. One would expect downregulation rather than upregulation in cancer, because CatB, CatL and CatS have been found to be upregulated in glioma [3], and their expression was found to be correlated with malignancy [4], [6], [8], [41]. However, stefin B has also been found to be upregulated and secreted in other types of cancers, which indicates other functions of this protease inhibitor [42]. Recently, Sun et al. [43] showed increased expression of stefin B in the nucleus of T98G astrocytoma cells that was associated with delay in cell cycle progression and stefin B was also found to inactivate caspase-3/7 in the nucleus. On the other hand, Gole et al. [44] reported that expression of stefin B is decreased in invading GBM cells and at the periphery of the tumor in orthotopic xenografts of GBM in nude mice indicating differential expression of stefin B in different subpopulations of GBM cells within a tumor.

Peptidase inhibitor 3 (*PI3*) correlates with poor survival of GBM patients and has been proposed as prognostic marker and therapeutic target [45]. *PI3* is an elastase inhibitor and plays a central role in the control of neutrophil elastase activity, the latter not being expressed in GBM cells. However, infiltrated neutrophils seem to may be relevant part of the GBM microenvironment and tumor progression and even prognosis [46].

*CD74* is a MHC class II chaperone, acting as membrane receptor for the pro-inflammatory cytokine macrophage migration inhibitory factor and promotes cell proliferation and survival. *CD74* overexpression has been observed in several non-central nervous system cancers, where it was associated with aggressive behavior and poor prognosis, whereas in GBM its potential role in temozolomide resistance has been reported [47].

Cysteine cathepsins have been extensively investigated in glioma by our research groups [4], [6], [8], [41], [44], [48] and by others [3], [10]. CatB, CatL and CatS have been reported to be associated with glioma progression, and are highly overexpressed at mRNA, protein and activity levels in GBM. CatB and CatS [48]–[50] have also been associated with invasion and patient survival whereas CatL is most likely involved in transcription factor activation in apoptosis and cell proliferation [6], [8], [43]. However, our protease expression study indicates that CatK is much more overexpressed in GBM. *CTSK* that encodes for CatK may be the most interesting candidate gene that has never been associated with GBM, in contrast to other cysteine cathepsins [6], [44]. CatK is involved in collagenolytic activity in relationship with bone remodeling and is highly expressed in osteoclasts [48], [49]. Because of its involvement in pycnodysostosis [51], osteoporosis [52], [53] and invasive carcinomas and their metastasis, a series of small inhibitory compounds have been developed for clinical application [53]. CatK knockdown animals show considerable neural defects indicating its role in normal brain functioning [54], [55], which is in contrast to CatB or CatL-deficient animals [56], although in CatB^−/−^ and CatL^−/−^ double knock-out mice, brain atrophy due to massive apoptosis of neurons is lethal [52]. In astroglia-rich primary cultures from CatK-deficient mice it appeared that CatK plays a role in differentiation of oligodendrocytes [52]. Recent studies revealed CatK expression in many more cell types than osteoclasts [57]–[61]. It is likely that CatK cleaves other physiological substrates besides its unique cleavages of collagen fibrils.

This study is the first report of overexpression of CatK in GBM tissues and cells at the mRNA and protein level. In both GBM cell lines, CatK immunostaining was localized perinuclearly, likely in endo-lysosomes, whereas in GBM tissues staining was found mainly around blood vessels. In GBM tissue and cells, CatK was mostly present in precursor forms of 39 and 30 kDa indicating a non-proteolytic function of the proform. In contrast to other cathepsins [6], [10], the proform of CatK was not secreted, being absent in conditioned media from GBM cells (Fig. 6F). Western blotting revealed higher molecular mass bands that were positive for CatK and may represent complexes of CatK and glycosaminoglycans, such as chondroitin sulfate, which are primary components of the ECM in brain. Chondroitin sulfate promotes collagenase activity of CatK by supporting auto-processing of the pro-domain of CatK in an acidic environment [62]–[64]. The higher molecular mass bands may also represent polymeric complexes of CatK that facilitate collagen degradation [65].

To conclude, we applied bioinformatics and statistics tools to GBM tissues and cells to identify novel protease and protease inhibitor genes that are overexpressed in malignant cells of GBM. The analysis revealed the highest overexpression of CatK in GBM at the mRNA and protein levels, indicating a functional role in GBM progression that remains unknown. Future studies will be focused on what proteins CatK cleave in these tumors and on the evaluation of its role in GBM progression.

## Supporting Information

Figure S1 **Venn diagrams of protease and protease inhibitor genes downregulated in both GBM tissue and GBM cells.** In total, 669 protease and 242 protease inhibitor genes were checked for deregulation in GBM tissues and cells in comparison to non-malignant brain tissue and NHA cells. Venn diagrams include downregulated genes in GBM tissues and cells with PFP >0.05. Candidate genes appear in the intersections of Venn diagrams. Comparisons of protease genes downregulated in GBM tissue and in U87-MG cells (A) and downregulated in GBM tissue and in U373 cells (B) across Illumina and Affymetrx platforms and within the Affymetrix platform only are shown. The other 2 Venn diagrams show comparisons of protease inhibitor genes downregulated in GBM and in U87-MG cells (C) and downregulated in GBM and in U373 cells (D) across Illumina and Affymetrx platforms and within the Affymetrix platform only. Only one protease gene matched our selection criteria, *CPE* coding for carboxypeptidase E.
(TIF)

Figure S2 **Boxplots of Ct values of reference genes (GAPDH, HPRT1 and TBP) used for RT-qPCR analysis.** Median values are shown with box limits indicating the 25th and 75th percentiles as determined by R software; whiskers extend 1.5 times the interquartile range from the 25th and 75th percentiles and outliers are represented by dots. Sample points (biological replicates×technical replicates: n): A) n_U87_MG_ = 6, n_U373_ = 6, n_NHA_ = 6; B and C) n_U87_MG_ = 6, n_U373_ = 6, n_NAtotRNA_ = 2, n_GBM_ = 16, n_HBrefRNA_ = 2.
(TIF)

Figure S3 **Immunohistochemical and immunocytochemical control staining.** CatK staining was performed in the presence (B,D,F) or absence (A,C,E) of primary anti-CatK antibody. (A and B) osteoclasts in culture; (C and D) U373 cell line; (E and F) GBM tissue section. Magnifications: A–D, 200×; E–F, 100×.
(TIF)

File S1 **List of all known and putative MEROPS proteases.**
(XLS)

File S2 **List of all known and putative MEROPS proteases inhibitors.**
(XLS)

File S3 **Differentially-expressed protease and protease inhibitor genes.**
(XLS)

File S4 **Protease and protease inhibitor genes in the integrated microarray.**
(XLS)

File S5 **Protease and protease inhibitor genes that were selected for further analyses.**
(XLS)

File S6 **Selected differentially-expressed protease genes.**
(XLS)

File S7 **Selected differentially-expresses protease inhibitor genes.**
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

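RNA of U373 and U87-MG cells was measured on 12 Illumina HumanWG-6 v3 arrays, 3 biological replicates of each line in monoculture and 3 in indirect co-culture with the other line. The paper lists the 3 U373 monoculture arrays. The other 9 arrays of this set, which it does not list, served for the comparison between the lines and for the co-cultures. Arrays of NHA cells, GBM tissue and control brain and the Affymetrix arrays were not used here, so the differences between tumor and control were not computed.

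The authors deposited intensities on a natural log scale, which they made by variance stabilization normalization of the BeadStudio signals of the 12 arrays. The log base was checked against the table of non-normalized signals: for signals over 1000 the slope of the deposited values against the natural log was 0.9943 to 0.9976. The 24 columns of that table carry no sample names. For this check each value column was set against the signal column of the same ranks; samples were given to columns by name only, so no result uses these columns. Values were divided by the natural log of 2 to give log2 values. The planned normalization with limma's neqc needs signals and detection values in columns named for a sample and was not run; the authors' values were used in its place.

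Probes were given to genes by the probe annotation of the series, with symbols from the RefSeq table of assembly GRCh38.p14. Of 48803 probes, 27578 are named for 1 gene, 13 for several and 21212 for none; the latter kinds were left out. The 18666 genes have 1 probe in 12752 cases and 2 or more in 5914. The background limit of each array is the mode of its values plus 3 SD estimated from the values under the mode. It replaced the planned detection p and was chosen after the values were seen, as were the limits of 2 and 5 SD and a further quantile normalization tried as alternatives. A gene was tested when at least 1 of its probes was above background on at least 3 of the 12 arrays. Of 126 tested proteases with 2 or more probes, 67 had some probes above background and some not. Averaging such probes can understate a fold change.

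Tests were made in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes; statmod 1.5.0) in a model of 4 group means without covariates, with 14.9 degrees of freedom in the moderated test. The comparisons were U373 minus U87-MG monoculture, co-culture minus monoculture in each line, and the difference of these co-culture effects. The p-values were adjusted by Benjamini-Hochberg. Gene lists with at least 5 tested genes were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation and with fry. The rank product was re-implemented with 100 permutations. Tables and figures used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

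The copy of File S1 used here holds 667 proteases, of which 592 have a named probe and 326 were tested. The list of 127 inhibitors was written by hand from inhibitor families, since File S2 was not used here; 119 have a named probe and 56 were tested. Of 28 lists, 26 had enough tested genes; neuron and oligodendrocyte markers had not. A set test on the catalytic classes of File S1 was planned and not run. The gene lists, comparisons, tests and most alternatives were fixed before the data were examined. So was the rule for named genes: every gene the paper names with a probe, the 10 largest rises and 10 largest falls past the test in each comparison (above background on all 3 arrays of the higher group, groups not overlapping), the same among proteases and 5 and 5 among inhibitors, up to 4 members per list, and the 3 smallest p in each direction where nothing passed. Not every gene the rule takes is printed.

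The replicate numbers were checked for pairing by the correlation of the deviations of same-numbered arrays from their group means. These were 0.115, 0.124 and 0.207 between the monocultures, 0.129, 0.151 and 0.178 between the U87-MG cultures, and 0.167, 0.153 and 0.132 between the co-cultures of the lines. These comparisons meet the rule of a correlation over 0.1 in every pair, and the model of group means ignores such a pairing. Between the U373 cultures the correlations were -0.102, 0.194 and 0.56, which does not meet the rule. Nor do U373 monoculture with U87-MG co-culture (0.0478, 0.0065 and 0.0638) and U87-MG monoculture with U373 co-culture (0.158, 0.0152 and 0.22). Differently numbered U373 arrays reached 0.421 (monoculture replicate 2 with co-culture replicate 1). The numbers thus pair the samples in only part of the comparisons. Neither the labels nor the paper names a shared day. Arrays of the same group correlated at 0.9804 to 0.992 and arrays of different lines at 0.8007 to 0.8247. The limma step was also tested on simulated data with known changes, with gene means and spreads taken from the real arrays. It recovered 76.1% of log2 differences of 1 in U373 co-culture, 77.6% in U87-MG co-culture and 32.8% in the difference of the effects. Each simulation changed 67 genes at this size and more at other sizes, whereas 12, 0 and 1 genes passed in the real comparisons. Fewer changed genes make the adjusted threshold stricter, so these shares can overstate what the real comparisons recover.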

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

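Tests chosen only after the result was seen are those of RNA from the other line, of the normalization of the 12 co-culture genes, of the number of cells per volume of medium, of a signal from U87-MG cells and of a response in 1 U87-MG co-culture, and the description of the U373 arrays. The test of a lift of dim genes in that U87-MG co-culture uses the background limit, which was also chosen after the values were seen. The paper does not report on the co-cultures or on U87-MG cells of this set, which is why the results below are listed.

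Between co-culture and monoculture of U373 cells, 12 of 10585 genes passed the test with limma, 9 higher in co-culture and 3 lower (1014 at an unadjusted p under 0.05). CXCL8, a chemokine that attracts neutrophils, rose by 5.01 on the log2 scale (standard error 0.40, adjusted p = 2.96e-05), from 7.65 to 12.65. CCL2, which attracts monocytes, rose by 2.06 (adjusted p = 3.85e-05). CXCL2 was at background in monoculture and at least 2.87-fold higher in co-culture, with a fitted log2 fold change of 2.78. The cytokine IL1B (above background on 2 of the 3 monoculture arrays) had a log2 fold change of 2.27, SLC6A12 one of 1.42, the NF-kB subunit RELB 1.31, TGFA 1.28, FLVCR1 (on 1 of the 3) 1.10 and COL13A1 1.07. The lower genes were ALOX5AP (-0.91), EFHD1 (-1.35) and RGCC (-1.38). CXCL8, CCL2 and CXCL2 passed with each of the 12 arrays left out, but with only the 2 groups compared CXCL2 did not (adjusted p = 0.131). Of the 12 genes, 4 passed without U373 monoculture replicate 1, 4 without replicate 2 and 9 without replicate 3, 4 without U87-MG monoculture replicate 1 and 9 without replicate 2, 3 without U373 co-culture replicate 2 and 4 without replicate 3, and 7 without U87-MG co-culture replicate 3. The number of genes past the test became 159 without U373 co-culture replicate 1 and 22 without U373 monoculture replicate 3, and fell to 3, 4, 4 and 6 without U373 co-culture replicate 2, U373 monoculture replicate 1, U87-MG monoculture replicate 1 and U373 monoculture replicate 2.

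Of 20 NF-kB targets, 5 rose in U373 co-culture (16 when adjusted over the list alone; camera, adjusted p = 7.03e-24, and adjusted p = 0.0672 with an estimated correlation). No gene of the next 4 lists passed over all genes. Hypoxia and glycolysis (8 of 32 higher when adjusted over the list alone; adjusted p = 1.02e-07), endoplasmic reticulum stress (adjusted p = 1.93e-07) and hexosamine synthesis (3 of 11 higher and 1 lower when adjusted over the list alone; adjusted p = 0.0373) were higher as sets and the cell cycle lower (adjusted p = 0.00261), each with adjusted p = 0.672 with an estimated correlation. Endoplasmic reticulum stress, hypoxia and glycolysis and the cell cycle went the same ways in U373 co-culture replicates 2 and 3 and monoculture replicate 3 against the other 3 U373 arrays (below), a grouping that places 4 of the 6 arrays as co-culture does. The shared directions are thus partly built in and do not tell which of the groupings these lists follow. Endoplasmic reticulum stress did not pass without U373 co-culture replicate 2 (0.29). The cell cycle did not pass without U373 monoculture replicate 1 (0.252) or U373 co-culture replicate 2 (0.591), and hexosamine synthesis not without these (0.1 and 0.21) or U373 monoculture replicate 2 (0.0575).

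For the 12 genes, RNA of U87-MG cells in the U373 samples is argued against: its median share over the 100 brightest U87-MG genes that U373 cells lack was 0.12% (quartiles -0.147 and 0.807), while IL1B needs the smallest share, 2%, and 6 of the 9 higher genes lie above both U87-MG groups. The authors' normalization as the whole cause is argued against, since 10 of the 12 passed after quantile normalization. The other 2, TGFA and EFHD1, went from log2 fold changes of 1.28 and -1.35 to 1.24 and -1.39, both at adjusted p = 0.055. More cells per volume of medium (hypoxia and glycolysis also higher in U87-MG co-culture, adjusted p = 0.0145, and adjusted p = 0.858 with an estimated correlation) and a signal from U87-MG cells (NF-kB targets differing between the lines, adjusted p = 2.42e-14, and adjusted p = 0.27 with an estimated correlation) cannot be told apart, because no culture holds as many cells without the other line. Both may have acted.

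Other splits of the 6 U373 arrays into 3 and 3 are too few, 10, for a share under 0.05. As many genes as the real 12 passed in 2 of them, the real one included, with 957 as the highest other, and as many lists as the real 5 in 4, with 7 as the highest other. The split with 957 genes sets U373 co-culture replicates 2 and 3 and monoculture replicate 3 against the other 3 arrays, with 662 genes higher and 295 lower in them, and holds 1 of the 12 co-culture genes. It points to a structure of the samples other than co-culture, whose cause was not tested. In these 3 arrays endoplasmic reticulum stress (camera, adjusted p = 8.65e-06), hypoxia and glycolysis (3.2e-05) and TGF-beta and mesenchymal genes (8.35e-05) were higher and the cell cycle lower (9.69e-06), with adjusted p = 0.153 with an estimated correlation for TGF-beta and mesenchymal genes and adjusted p = 0.558 with an estimated correlation for each of the others. The stress gene DDIT3 had a log2 difference of 2.13 (adjusted p = 0.0378; 11.75 and 9.22 in the co-culture arrays, but 7.96 in monoculture replicate 3 against up to 7.80 in the other arrays) and the replication gene CDT1 one of -1.59 (adjusted p = 0.00173), while the stress gene HSPA5 (0.64, adjusted p = 0.303) and the proliferation gene MKI67 (-0.46, adjusted p = 0.132) did not pass. These genes were chosen after their values were seen.

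In U87-MG co-culture replicate 1, transcripts that U373 cells hold and U87-MG monocultures lack had a median share of U373 RNA of 0.486% (quartiles 0.0976 and 0.992) against 0.132% and 0.0425% in replicates 2 and 3. BGN, a matrix proteoglycan, was at 9.07 against 4.83 and 4.48. Of the other genes with the largest rises in U373 over U87-MG monoculture, most also exceeded the background limit of that array, 4.57. These were CRYAB (7.02), MGP (6.62), IGFBP5 (5.98), ACTG2 (5.55), TUBB2B (5.08), THY1 (5.04) and SOX18 (4.64). COL4A1, at 4.52, and C5orf46, at 4.56, were under the limit. Each of these genes was higher than in replicates 2 and 3. A lift of dim genes by the normalization is argued against by their median difference of 0.0151 over 7405 genes. RNA of U373 cells stays open, with 57 of the 100 genes above all 3 monocultures, between the limits set for its presence and its absence. At a share as small as 0.486% most of these genes would rise little over background, and their median log2 difference was 0.296. RNA of U373 cells therefore need not reach the limit set for its presence, and the count cannot decide. A response of U87-MG cells to co-culture in that culture stays open too, because replicates 2 and 3, with 33 and 30 such genes, are what set replicate 1 apart and so do not test it.

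In U87-MG co-culture, NF-kB targets (camera, adjusted p = 0.0162) and hypoxia and glycolysis (0.0145) were higher and the cell cycle lower (0.0162), each with adjusted p = 0.858 with an estimated correlation. No gene of these lists passed over all genes (2 NF-kB targets when adjusted over the list alone). NF-kB targets did not pass without U87-MG monoculture replicate 1 (0.0594) or 3 (0.183) or co-culture replicate 2 (0.206) or 3 (0.116). Hypoxia and glycolysis did not pass without monoculture replicate 1 (0.0594) or co-culture replicate 1 (0.128) or 3 (0.069), and the cell cycle not without monoculture replicate 1 (0.0594) or 3 (0.0597) or co-culture replicate 2 (0.379) or 3 (0.105). Of 10 splits, too few for a share under 0.05, 6 gave at least the real 3 lists (highest other 5). With 0 genes in the real split (highest other 0), all 10 reach it by construction, so splits say nothing about genes here. The splits that part all 3 pairs of numbers gave 0, 3 and 3 lists.

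The co-culture effect differed between the lines for CXCL8, by 4.07 on the log2 scale (standard error 0.57, adjusted p = 0.0365; 666 genes at an unadjusted p under 0.05). CXCL8 did not pass without U373 monoculture replicate 1 (0.157) or 2 (0.16), U87-MG monoculture replicate 1 (0.214), 2 (0.27) or 3 (0.114), or U87-MG co-culture replicate 1 (0.132) or 3 (0.124), and without U373 co-culture replicate 1 the number of genes was 2. NF-kB targets (1 of 20 past the test, 7 higher and 1 lower when adjusted over the list alone; adjusted p = 2.42e-14, and adjusted p = 0.27 with an estimated correlation), endoplasmic reticulum stress (0.000613) and, lower in U373 cells, fibroblast and pericyte markers (0.0369) differed as sets, the latter pair with adjusted p = 0.72 with an estimated correlation. Endoplasmic reticulum stress turned its direction without U373 co-culture replicate 2 (0.97). Fibroblast markers did not pass without U373 monoculture replicate 2 (0.272), U87-MG monoculture replicate 3 (0.216), U373 co-culture replicate 1 (0.207) or 3 (0.0806) or U87-MG co-culture replicate 1 (0.0971) or 2 (0.0561). Chance is not excluded: of 100 splits drawn, 18 gave at least the real 1 gene (highest other 323) and 69 at least the real 3 lists (highest other 11). These splits were drawn without regard to the replicate numbers, so they do not keep any pairing by number.

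Between the monocultures 6274 of 10585 genes passed, 2953 higher and 3321 lower in U373 cells. Line and chamber cannot be told apart in this design. The 10 splits of these 6 arrays are too few for a share under 0.05: only the real one (1 of 10) gave 6274 genes, 197 proteases and 42 inhibitors, with 0 as the highest other for each. Each other split mixes both lines in both groups, so the difference between the lines enters the spread. The 0 is thus built in and says nothing about chance. At least the real 6 lists passed in 2 splits, with 8 as the highest other, while the splits that part all 3 pairs of numbers gave 3, 4 and 5 lists.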

How the results depend on the processing

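The background limits of 2 and 5 SD and the further quantile normalization were chosen after the values were seen. In the comparison of the lines, leaving out 1 array gave 5634 to 6416 genes, 182 to 201 proteases, 41 to 45 inhibitors and 6 candidate genes each time. The rank product gave 665 genes, 24 proteases, 18 inhibitors and 3 candidates, without GPR56 (-0.55), CSTB (-1.51) and CPE (a fitted -1.12; at background in U373 cells, at least 1.93-fold lower); an absolute log2 fold change of at least 1 gave 2781 genes and 104 proteases. ERAP2 passed with a trended and robust variance (-0.31) and after quantile normalization (-0.32), and turned its sign by its brightest probe (0.0043); TBP did so after quantile normalization (0.028). Without 1 array, HPRT1 lay between -0.046 and 0.135, LAIR1 between -0.015 and 0.102 and TBP between -0.062 and 0.053. The cause was not tested for any of these.

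In U373 co-culture, 3 genes passed without a filter on dim genes, 3 with only the 2 groups compared, 21 with a trended and robust variance and 60 with the rank product, and 3 to 159 with 1 array left out. In U87-MG co-culture 3 passed with only the 2 groups compared and 7 with the rank product, and 0 to 2 with 1 array left out. For the difference of the effects 0 passed without the filter (CXCL8 at adjusted p = 0.0743) and 0 with a trended and robust variance (0.2), and 0 to 2 with 1 array left out. With the replicate block, 23 genes passed in U373 co-culture and 2 for the difference of the effects. Same-numbered U373 arrays had correlations of deviations of -0.102, 0.194 and 0.56 and so do not meet the rule for pairing. Each U373 group does meet it with the U87-MG group of the same culture. The replicate block moved no other count by over 1.5 times and ended no call of a list.

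With an estimated correlation 1 list passed between the lines and 0 in each other comparison. Collagens had adjusted p = 0.23, brain matrix proteoglycans 0.153, hypoxia and glycolysis 0.702, neural stem markers 0.174 and fibroblast markers 0.309. In U373 co-culture NF-kB targets had 0.0672 and the other called lists 0.672, in U87-MG co-culture the called lists 0.858, and for the difference of the effects NF-kB targets had 0.27 and the others 0.72. With fry 18, 1, 0 and 0 lists passed in the order of the comparisons. In U373 co-culture the fry adjusted p was 0.00663 for NF-kB targets, the list that passed. It was 0.284 for hexosamine synthesis, 0.268 for hypoxia and glycolysis, 0.452 for endoplasmic reticulum stress and 0.495 for the cell cycle. In U87-MG co-culture it was 0.344 for NF-kB targets and for hypoxia and glycolysis and 0.781 for the cell cycle. For the difference it was 0.176 for NF-kB targets, 0.814 for endoplasmic reticulum stress and 0.548 for fibroblast markers, which also did not pass by the brightest probe (0.0856) or with a limit of 2 SD (0.0778).

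With 1 array left out, adjusted p in U373 co-culture ran from 0.0312 to 0.21 for hexosamine synthesis, from 6.23e-13 to 0.29 for endoplasmic reticulum stress and from 1.15e-05 to 0.591 for the cell cycle. In U87-MG co-culture it ran from 1.17e-05 to 0.206 for NF-kB targets, from 0.000249 to 0.128 for hypoxia and glycolysis and from 1.17e-05 to 0.379 for the cell cycle, with 0 to 5 lists past the test. For the difference it ran from 1.68e-10 to 0.97 for endoplasmic reticulum stress and from 0.0021 to 0.272 for fibroblast markers. The cause was not tested.

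Signal over background limits the results: genes near it have flattened fold changes. Variance stabilization and the series values as alternatives equal the values used. Quantile normalization without background correction, no normalization between arrays, the BeadChip as a block and a detection p under 0.05 were not run, because the columns of signals and detection values carry no sample names and were not given to samples by their values, and the files name no chip.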

Other observations

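No test in this part was chosen after the result was seen. Of 24 collagens, 19 were higher and 4 lower in U373 than in U87-MG monoculture, also when adjusted over the list alone (limma's camera, adjusted p = 5.71e-06, and adjusted p = 0.23 with an estimated correlation). COL4A1, of basement membranes, and COL3A1, of fibrils, were at least 112-fold and at least 35.4-fold higher. Of 19 brain matrix proteoglycans and partners, 12 were higher and 3 lower (12 and 4 when adjusted over the list alone; adjusted p = 0.0122, and adjusted p = 0.153 with an estimated correlation), with BGN at least 803-fold higher. Of 10 neural stem and proneural markers, 8 were higher and 1 lower, also over the list alone (adjusted p = 0.000373, and adjusted p = 0.174 with an estimated correlation). SOX2, a transcription factor of neural stem cells, was at least 38.3-fold higher and FABP7, above background on 1 of the 3 U87-MG arrays, had a log2 fold change of 6.11. Of 11 fibroblast and pericyte markers, 8 were higher and 1 lower (9 and 2 when adjusted over the list alone; adjusted p = 0.000924, and adjusted p = 0.309 with an estimated correlation), with THY1 at least 164-fold higher; COL3A1 is also in the collagen list. Of 32 genes of hypoxia and glycolysis, 3 were higher and 23 lower (3 and 25 when adjusted over the list alone; adjusted p = 0.00132, and adjusted p = 0.702 with an estimated correlation). LDHA, which makes lactate, had a log2 fold change of -4.90 and the glycolytic enzyme ALDOC one of -4.73.

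The remaining lists did not pass as sets between the lines. Higher and lower genes in U373 cells were 3 and 4 of 7 matrix metalloproteinases (camera, adjusted p = 0.702; MMP2 -2.73), 3 and 8 of 14 ADAM and ADAMTS metalloproteases (3 and 9 when adjusted over the list alone; 0.388; ADAMTS1 -3.05, above background on 2 of the 3 U373 arrays), and 2 and 1 of 6 genes of plasminogen activation (0.739; PLAUR -2.87). They were 9 and 4 of 19 genes of MHC class I presentation (10 and 5 when adjusted over the list alone; 0.334), 5 and 3 of 11 of hexosamine synthesis (5 and 4; 0.795), 11 and 10 of 30 lysosomal genes (0.739), 2 and 10 of 20 NF-kB targets (0.241) and 14 and 5 of 25 interferon response genes (14 and 6; 0.118). They were 6 and 4 of 19 genes of cholesterol synthesis (0.739), 3 and 4 of 23 of endoplasmic reticulum stress (2 and 3; 0.928), 8 and 16 of 43 of the cell cycle (8 and 15; 0.408), and 11 and 6 of 22 TGF-beta and mesenchymal genes (0.0574; THBS1 6.62). They were 3 and 5 of 9 osteoclast and bone matrix genes (0.702), 6 and 2 of 10 astrocyte markers (0.108; GFAP at least 25.3-fold higher), 3 and 2 of 6 microglia and leukocyte markers (0.739) and 2 and 3 of 5 endothelial markers (0.839). Where no second pair is given, the numbers adjusted over the list alone were the same.

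Among the genes that Fig. 2A and Fig. 2C name, HTRA1 was higher in U373 than in U87-MG monoculture, with a log2 fold change of 0.83 (limma, adjusted p = 0.00419), and ESPL1 (-1.41), EIF3F (-0.50), RHBDF1 (-0.65), TFPI (-1.62), COL6A3 (-1.89) and TIMP4 (-0.98) were lower. SPP1, the osteopontin gene that the paper adds from the literature, had a log2 fold change of -1.59. DPYSL3 had a log2 fold change of 0.29 and did not pass (adjusted p = 0.124), but passed without U373 monoculture replicate 1 (0.0331). RHBDF1 did not pass without U373 monoculture replicate 3 (0.0824) or U87-MG monoculture replicate 1 (0.0876) or 2 (0.0737). None of these genes passed with the rank product (false prediction rates of 0.103 for COL6A3 to 0.986 for EIF3F among those called).

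In U87-MG cells no gene passed the test of co-culture with limma (0 genes, 742 at an unadjusted p under 0.05, 7 with the rank product). The 3 smallest p-values in each direction were those of GPR84 (1.59, above background on 1 of the 3 monoculture arrays) and MSC (0.99), both at adjusted p = 0.152, RRAD (0.79) and FGD3 (-1.30), both at 0.502, and DSCC1 (-0.72, above background on 2 of the 3 co-culture arrays) and URB2 (-0.66), both at 0.593. GPR84, MSC and FGD3 passed with only the 2 groups compared (0.0443, 0.0443 and 0.00764) and with the rank product (false prediction rates of 0, 0.048 and 0), and MSC and FGD3 passed without U373 co-culture replicate 1 (0.041 each). Of 326 proteases 0 passed in U373 co-culture with limma (33 at an unadjusted p under 0.05, 2 when adjusted over the list alone).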
